A study of Mus musculus with 2 samples. Its data were reported in "Integrin-mediated mTOR signaling drives TGF-β overactivity and myxomatous mitral valve degeneration in hypomorphic fibrillin-1 mice" (2025).

How the data were processed

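Gene expression was measured by droplet single-cell RNA-Seq in cells of the mitral valve from WT mice and from mice homozygous for the mgR allele of Fbn1, with 1 library per genotype. According to the methods of the study, leaflets were digested with collagenase and elastase and viable cells were sorted before capture. Libraries were made with the 10x Genomics 3-prime chemistry of version 3, which tags each captured RNA molecule with a unique molecular identifier (UMI). The deposited matrices hold counts: the number of UMIs per gene and cell barcode that the authors obtained with Cell Ranger 7.1.0, as per the file headers. The genome build, the annotation and the treatment of intronic reads were not stated for these matrices. The barcodes were those called as cells by Cell Ranger, and the filters of the study were applied only afterwards, since barcodes outside those filters were present.

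Of the 32285 features per matrix, 32158 had a gene identifier in the GENCODE annotation of GRCm38 that was used for positions. Positions are given for that build and were matched by gene identifier alone. The WT matrix held 1104 barcodes and 5381844 UMIs, and the mgR matrix held 3802 barcodes and 28215539 UMIs. The lowest barcode totals were 500 and 503 UMIs. Cells were kept as the study did, with 200 to 5000 detected genes and at most 10% mitochondrial UMIs. This kept 875 WT cells and 3438 mgR cells and left out 229 and 364 barcodes. Among the WT barcodes, 192 had fewer than 200 genes, 0 had more than 5000 genes and 38 exceeded the mitochondrial limit, and the mgR library had 253, 9 and 116 such barcodes. A barcode can fail more than 1 filter.

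Counts were scaled to 10000 UMIs per cell and log-transformed. The 2000 most variable genes, with the genes of the fixed lists left out, gave 50 principal components, and a shared-neighbour graph over 20 neighbours was clustered with the Leiden algorithm at a resolution of 0.8, both libraries together. Harmony, which the study used to align libraries, was not used here. This gave 17 clusters. Names came from markers of 15 cell classes fixed before the data were examined. A marker counted for a cluster when at least 20% of its cells held a UMI and its level was at least 2 times that of the median cluster, and 3 such markers were needed. A cluster whose 10 leading genes held more markers of another class stayed unnamed, as did a cluster of low UMI count with fewer than 2 markers of its class among those genes. These thresholds were revised after the clusters had been looked at. They left 1 cluster unnamed, with 6.06% of WT cells and 3.17% of mgR cells. Classes are called by their resemblance to the marker sets (fibroblast-like and so on), and a difference from the study may come from these rebuilt names. Doublets were not removed beyond the upper limit on genes. Scrublet, run per library through scanpy, marked 7 WT cells (0.800%) and 51 mgR cells (1.48%), and leaving these out was an alternative.

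UMIs were summed per library and class and divided by the class total to give counts per 1000000 UMIs (CPM). Sums carry exact Poisson intervals, shares exact Clopper-Pearson binomial intervals, and CPM ratios exact conditional binomial intervals, all at 95%. Intervals of share differences were made from the binomial limits of both shares. These intervals cover counting error only. Cells are not replicates, and with 1 library per genotype no test was made and no P value is given. A count of 0 was taken to allow up to 3 counts. Log2 ratios in lists used a prior count of 0.5, and a list gene needed 10 UMIs in the class over both libraries. The 12 lists fixed before the data were examined covered integrin subunits, extracellular matrix, glycosaminoglycan synthesis, TGF-beta response, mTORC1-responsive genes, Wnt pathway, chemokines, recruited macrophage, resident macrophage, dissociation stress, cell cycle and ribosomal protein genes. A further pair of lists held genes that the text of the study names, placed here under fibroblasts or macrophages. The study ties only some of them to the cell type, such as Postn, Col4a6 and Negr1 to fibroblasts and Fn1 and Ptprc to macrophages. Others, such as Fbn1, Eln and Ccl2, it names for leaflet tissue or cultured cells. The lists are called the fibroblast genes and the macrophage genes of the study. The median log2 ratio of each list has an interval from 1000 Poisson resamples and a percentile among 10000 random lists of equal size, matched on mean expression in 20 bins. The percentiles describe these libraries and are not tests.

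Single genes were named by a fixed rule. In fibroblast-like and in macrophage-like cells each, the 5 highest and 5 lowest CPM ratios were taken among genes with at least 100 CPM in a library, whose level in the class was at least 50% of that in the other cells of the higher library, and whose direction was the same in the mean of per-cell values. A library with fewer than 3 UMIs was set to 3 for this ranking. Mitochondrial, ribosomal protein, haemoglobin and predicted genes, the class markers and the 10 leading genes of each cluster were left out. The rule admitted 1315 genes in fibroblast-like cells and 1388 in macrophage-like cells. Genes named in the text of the study were reported whatever their values. Cells were also divided by UMIs of Xist, expressed from the inactive X chromosome, and of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), a division chosen after the data had been seen. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs, with shallower cells left out.

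Alternatives listed before the data were examined were the removal of Scrublet-marked cells, a mitochondrial limit of 5%, at least 500 genes with no upper limit, resolutions of 0.4 and 1.5, clustering of each library on its own, classes from the marker UMIs of single cells, a scale from the median of gene ratios, totals without mitochondrial and ribosomal genes, means of per-cell values, thinning, list minimums of 50 UMIs and of 1 UMI, the 5 classes of the study as the denominator, and clustering with the list genes included. The calculation was tested on Poisson counts drawn from the class sums of these libraries with 200 genes changed 2-fold. Such counts follow the model of the intervals and hold no clumping of UMIs in few cells and no shared regulation of genes. The test therefore checks the calculation, and not whether the intervals and percentiles suit the real counts. In fibroblast-like cells (7535 genes) the interval held the true ratio for 95.9% of genes and 95.0% of changed genes had an interval that excluded 1. The values were 95.9% and 87.5% in macrophage-like cells (8005 genes) and 96.1% and 78.5% in endothelium-like cells (4491 genes). A list of 20 changed genes lay at percentile 100 in all 3 classes. Of 100 unchanged lists, 94.0%, 96.0% and 94.0% fell within the middle 95% of random lists in these classes.

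The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and matplotlib 3.10.9. The single-nucleus, human and bulk RNA data of the study were not analysed here, and no receptor-ligand model was run.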

Results

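The deposited single-cell data compared mitral valves of WT mice with those of mgR mice, which are homozygous for a hypomorphic Fbn1 allele and make less fibrillin-1, the microfibril protein affected in Marfan syndrome. The comparison was made to learn which cells of the myxomatous valve change in number and in gene expression, with attention to integrins, their ligands and TGF-β and mTOR signaling. There was 1 library per genotype, so no difference reported here has a replicate check. The WT library held 5381844 UMIs and the mgR library 28215539 UMIs. After filtering, 875 WT cells had a median of 5033 UMIs and 1878 genes, and 3438 mgR cells had a median of 7370 UMIs and 2357 genes. The median mitochondrial share was 2.50% in WT cells and 1.66% in mgR cells. Intervals in parentheses are 95% intervals and cover counting error only.

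Fbn1, the targeted gene, was examined first. It lies on chromosome 2 of GRCm38 from 125300594 to 125507993 on the minus strand, is protein coding (ENSMUSG00000027204), and is overlapped by an annotated gene on the other strand. In fibroblast-like cells its level was 171.2 CPM (152.1 to 192.0) in the WT library, from 292 UMIs, and 137.5 CPM (128.6 to 147.0) in the mgR library, from 872 UMIs. The CPM ratio of mgR to WT was 0.803 (0.703 to 0.921), a log2 ratio of -0.32. The targeted gene was therefore lower in the library labelled mgR, by an amount beyond counting error. Whether a 3-prime assay counts the transcripts of the mgR allele in full was not examined, and this limits what the ratio means. Among 1592 genes of fibroblast-like cells with a level within 2-fold of that of Fbn1, its ratio lay at percentile 12.4. Of the alternatives listed before the data were examined, clustering each library on its own moved it most, to a log2 ratio of -0.60. In macrophage-like cells Fbn1 was close to absent, with 4 UMIs in the WT library and 22 in the mgR library.

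The proportion of each cell class was compared next, because the study had examined how fibroblasts, macrophages, endothelium, T cells and melanocytes differ between the genotypes. Fibroblast-like cells made up 36.2% (33.0 to 39.5) of WT cells and 25.7% (24.2 to 27.2) of mgR cells, a difference of -10.6 percentage points (-14.2 to -7.05). Macrophage-like cells made up 27.3% (24.4 to 30.4) of WT cells and 44.7% (43.0 to 46.3) of mgR cells, a difference of 17.3 points (13.8 to 20.7). Endothelium-like cells were 6.40% of WT and 12.9% of mgR cells, and T cell-like cells were 11.3% and 4.77%. Melanocyte-like cells were 2.74% of WT cells (24 cells) and 0.233% of mgR cells (8 cells). Each of these 5 differences exceeded counting error. Dendritic cell-like cells (7.43% and 6.40%), neutrophil-like cells (1.83% and 1.13%) and B cell-like cells (0.686% and 1.05%) did not differ detectably at this depth. Clustering each library on its own moved the fibroblast-like and macrophage-like differences most, and the fibroblast-like difference changed direction to 9.32 points. The T cell-like and melanocyte-like differences moved most with the 5 classes as the denominator, the former to -8.06 points, and the endothelium-like difference moved most with classes from the marker UMIs of single cells, to 7.91 points. When each library was clustered on its own, 169 of the 317 WT fibroblast-like cells lost their name, because their cluster had more mural cell markers than fibroblast markers among its leading genes, and 23.1% of WT cells were unnamed. The macrophage-like difference stayed between 15.7 and 18.1 points across the 9 alternatives listed before the data were examined.

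**Figure D1:**
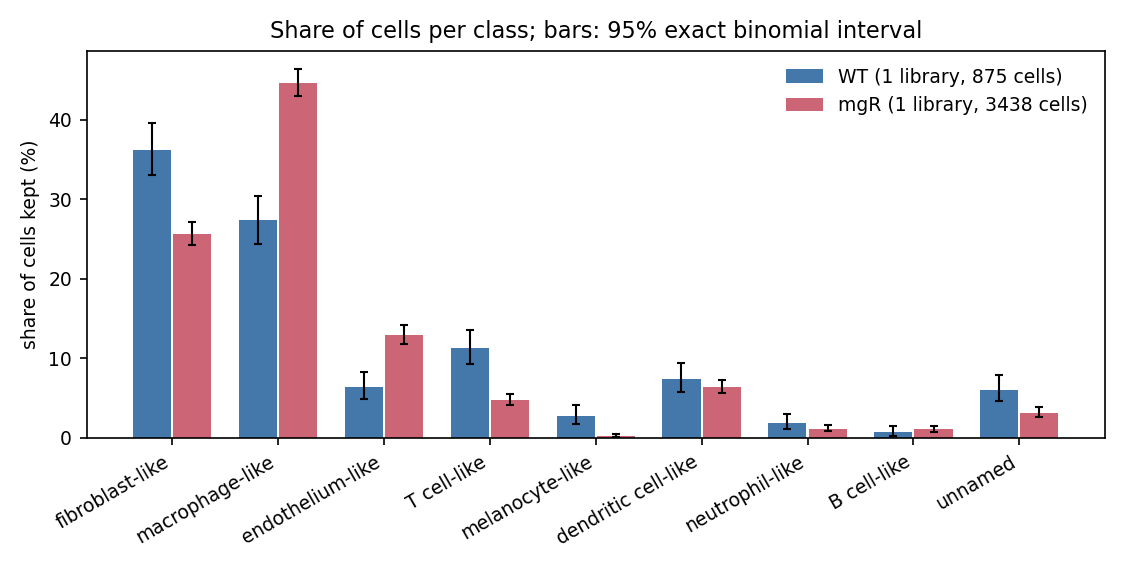
Share of the kept cells (%, vertical axis) in each cell class for the WT library (blue, 875 cells) and the mgR library (red, 3438 cells), with exact binomial 95% intervals as error bars. The macrophage-like share was 27.3% in the WT library and 44.7% in the mgR library, and the fibroblast-like share was 36.2% and 25.7%.

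Cells were divided by sex-linked transcripts, since a difference in the sex of the animals would act on every comparison. In the WT library 28.1% of cells had UMIs of Xist alone and 38.5% had UMIs of the 4 Y-linked genes alone. In the mgR library 60.8% had Xist alone and 21.1% had Y-linked UMIs alone. Both kinds occurred in 0.686% of WT cells and 1.31% of mgR cells, against 11.3% and 13.9% if the kinds had been independent. Neither kind was seen in 32.7% of WT cells and 16.8% of mgR cells, a share that depends on depth. The libraries thus differed in their mix of the groups of cells as well as in genotype, and for some results values within each group are also given. Fibroblast-like cells made up 33.7% of WT and 25.9% of mgR cells with Xist UMIs alone, and 42.4% and 29.4% of cells with Y-linked UMIs alone. Macrophage-like cells made up 30.5% and 49.4% of cells with Xist UMIs alone, and 28.5% and 42.4% of cells with Y-linked UMIs alone. The Fbn1 ratio in fibroblast-like cells was 0.690 (0.556 to 0.865) with Xist UMIs alone and 0.845 (0.672 to 1.07) with Y-linked UMIs alone, the latter not detectable as a difference at this depth.

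**Figure D2:**
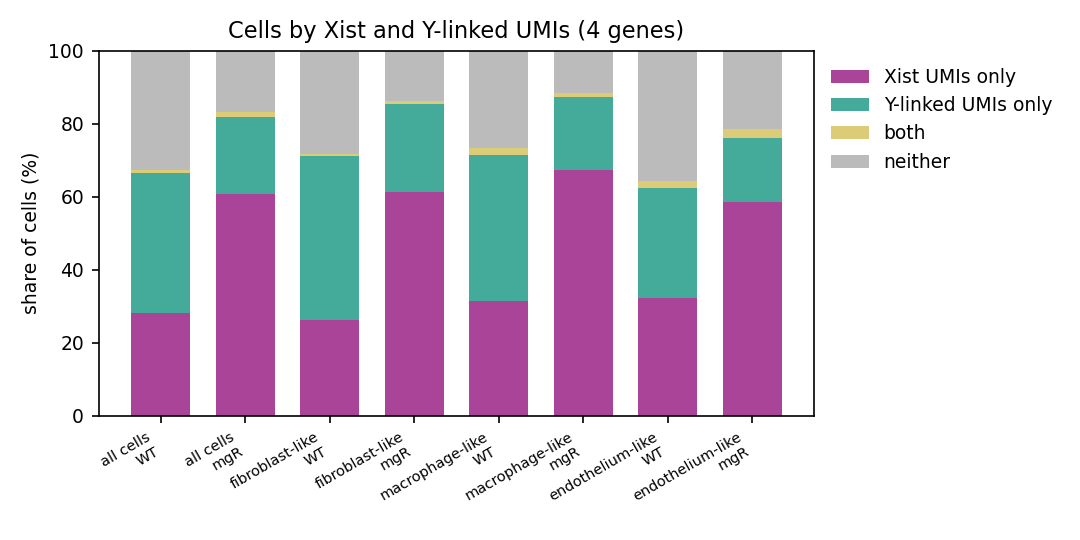
Share of cells (%, vertical axis) with UMIs of Xist only, of Y-linked genes only, of both or of neither, in all kept cells and in 3 classes of each library. Cells with Xist only were 28.1% of the WT library and 60.8% of the mgR library, and cells with both kinds were 0.686% and 1.31%.

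Genes that the text of the study names, for receptor-ligand signaling or otherwise, were then compared within classes. The study also stained integrins and fibronectin as proteins, which RNA levels do not measure. The median log2 ratio of all genes with at least 100 UMIs was -0.033 in fibroblast-like cells (7535 genes), 0.11 in macrophage-like cells (8005 genes) and -0.0076 in endothelium-like cells (4491 genes). A gene of macrophage-like cells at a log2 ratio of 0.11 thus changed as the median gene did. A scale from the median of gene ratios moved all values by 0.068, -0.071 and 0.12 in these classes. In fibroblast-like cells Itgb1, which encodes β1 integrin, had 550.5 CPM in the WT library and 459.1 CPM in the mgR library, a ratio of 0.834 (0.775 to 0.899). Thinning each cell moved Itgb1 most, to a log2 ratio of -0.36. The Itgb1 ratio was 0.951 (0.830 to 1.10) in cells with Xist UMIs alone and 0.797 (0.707 to 0.898) in cells with Y-linked UMIs alone. Itga5 had a ratio of 0.666 (0.516 to 0.866), which was 0.958 (0.586 to 1.66) in cells with Xist UMIs alone and 0.505 (0.331 to 0.769) in cells with Y-linked UMIs alone. Fn1, which encodes fibronectin, rose from 69 to 403 UMIs, a ratio of 1.57 (1.22 to 2.06), but it was 2.03 in cells with Xist UMIs alone and 0.510 in cells with Y-linked UMIs alone, and 10 cells held 63.8% of its WT UMIs. Its log2 ratio of 0.65 fell to 0.13 with the mean of per-cell values and to 0.28 with thinning. Postn had a ratio of 0.947 (0.892 to 1.01), which was within counting error, but its log2 ratio was 0.56 when each library was clustered on its own. Col4a6 (0.742), Negr1 (0.708) and Tgfb1 (0.669) were lower in the mgR library, as were Eln (0.686), Col1a1 (0.874) and Ccl2 (0.878). That clustering moved Tgfb1 to a log2 ratio of -0.018, Eln to -1.25, Col1a1 to -0.64 and Col4a6 to -0.84. The log2 ratio of Ccl2 moved from -0.19 to -0.75 with thinning and to -0.35 without Scrublet-marked cells. Its UMIs sat in few cells, and 10 cells held 73.4% of them in the WT library and 63.2% in the mgR library. Within cells with Xist UMIs alone no difference was detectable for Tgfb1 (0.998, 0.678 to 1.52), Col4a6 (0.839, 0.524 to 1.42) or Ccl2 (0.882, 0.765 to 1.02). Within cells with Y-linked UMIs alone Tgfb1 was lower (0.511, 0.362 to 0.722) and Col4a6 was lower (0.604, 0.385 to 0.951), and none was detectable for Negr1 (interval 0.585 to 1.10) or Ccl2 (interval 0.850 to 1.06). Col1a1 did not differ in cells with Xist UMIs alone (1.01, 0.910 to 1.12), and Eln did not differ in cells with Y-linked UMIs alone (1.01, 0.756 to 1.37). Wif1, with a ratio of 0.660, was a leading gene of a cluster and is given only because the study names it. Ccn5 was higher, with a ratio of 1.68 (1.45 to 1.95), except when each library was clustered on its own, where its log2 ratio was -0.30. Mtor, with 19 and 78 UMIs, had a ratio of 1.10 (0.662 to 1.93), and no difference was detectable at this depth. Genes overlapping Col4a6 and Negr1 on the same strand make their counts uncertain.

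In macrophage-like cells Itgb1 had 465.5 CPM in the WT library and 446.1 CPM in the mgR library, a ratio of 0.958 (0.885 to 1.04), within counting error. Itga5 was lower, with a ratio of 0.682 (0.600 to 0.778). Ptprc, which encodes CD45, had a ratio of 0.782 (0.725 to 0.844). Fn1 had 8 UMIs in the WT library and 918 in the mgR library, a ratio of 12.6 (6.34 to 29.2), and 20 mgR cells with at least 10 Fn1 UMIs held 86.4% of the mgR sum. Without those 20 cells the ratio was 1.74 (0.858 to 4.13). Ccr2 had a ratio of 0.945 (0.697 to 1.31), and Mtor of 1.22 (0.691 to 2.35), both within counting error. Tgfb1 had a ratio of 0.860 (0.778 to 0.953), which thinning turned to a log2 ratio of 0.031. Ccl2 had a ratio of 0.967, with an interval from 0.936 that ended just below 1, and its direction changed under thinning and under the mean of per-cell values, to log2 ratios of 0.17 and 0.12. In endothelium-like cells, where 56 WT cells limited precision, Itgb1 had a ratio of 0.966 (0.848 to 1.10) and Fn1 of 1.11 (0.958 to 1.29). The Fn1 ratio there was 0.970 (0.768 to 1.24) with Xist UMIs alone and 1.60 (1.17 to 2.22) with Y-linked UMIs alone.

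**Figure D3:**
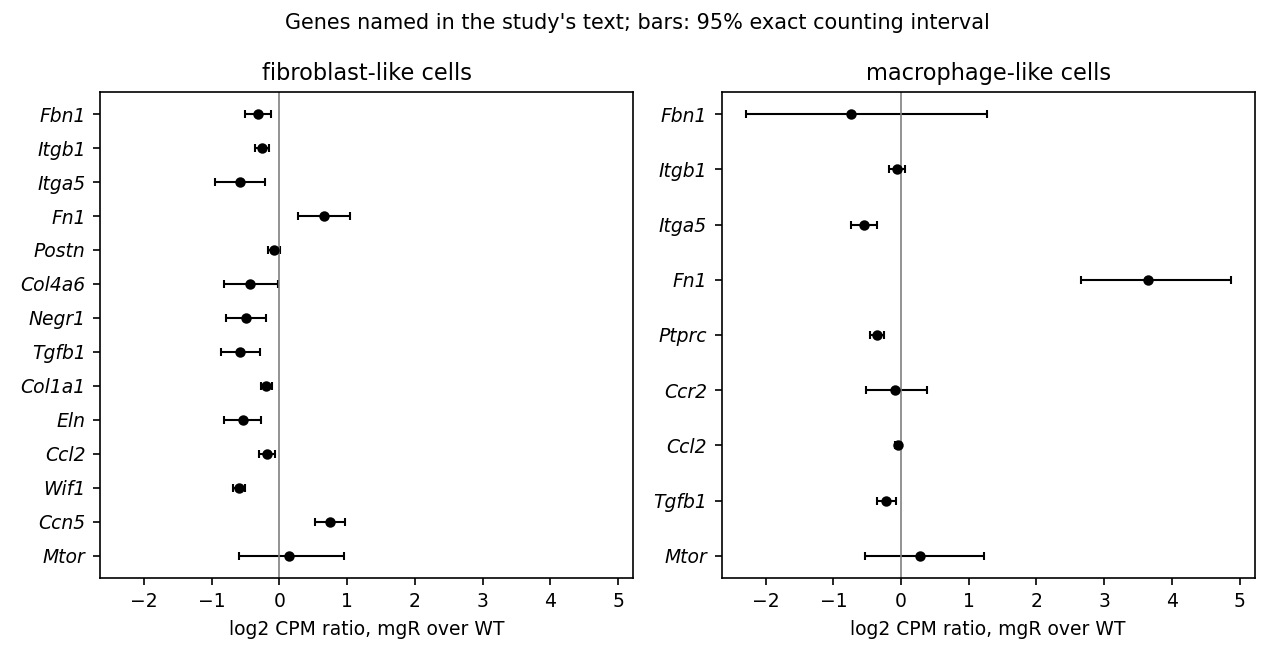
Log2 CPM ratio of mgR over WT (horizontal axis) for genes named in the text of the study, in fibroblast-like cells (left) and macrophage-like cells (right), with 95% counting intervals as bars and 1 library per genotype. Fn1 lay above 0 in both classes on this scale, at 0.65 and 3.65, and Itga5 lay below 0 in both classes, at -0.59 and -0.55; the Fn1 value in fibroblast-like cells was -0.97 in cells with Y-linked UMIs alone.

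Fixed gene lists were compared to describe sets of transcripts rather than single genes. The study read mTOR and TGF-β activity from staining of phosphorylated proteins, among them S6 and Smad2. Transcript lists do not measure that activity, so a low or high median here is not a measure of signaling. In fibroblast-like cells the mTORC1-responsive list had a median log2 ratio of -0.24 (-0.34 to -0.13), at percentile 0.310 of random lists. Across the alternatives listed before the data were examined it lay between -0.25 and -0.15, the latter with a mitochondrial limit of 5%. It was -0.072 in cells with Xist UMIs alone and -0.20 in cells with Y-linked UMIs alone. The extracellular matrix list had a median of -0.075 (percentile 5.28), with 35 of 60 genes lower. The TGF-beta response list (-0.041, percentile 31.1), the integrin subunits list (0.014, percentile 55.8), the glycosaminoglycan synthesis list (0.013, percentile 75.9), the Wnt pathway list (0.042, percentile 72.1), the cell cycle list (0.035, percentile 31.9) and the dissociation stress list (0.036, percentile 59.5) lay within the middle of random lists. The chemokines list had a median of 0.90 (0.72 to 1.34, percentile 100), with 11 genes higher and 8 lower, and leaving out Scrublet-marked cells lowered it to 0.17. The ribosomal protein list had a median of 0.19 (percentile 100). The resident macrophage list (1.14, percentile 100) and the recruited macrophage list (0.95, percentile 99.99) also had high medians in fibroblast-like cells, from 11 and 8 genes. Of the resident macrophage list, Gas6, Selenop and Igf1 had 1124, 1408 and 581 WT UMIs in these cells, and each other gene had 36 or fewer. With the genes at 0 in a library set to the limit that a count of 0 allows, the median of the recruited macrophage list was 0.084. The fibroblast genes of the study had a median of -0.29 (percentile 0.290), and its macrophage genes had a median of -0.22 (percentile 5.76). Both lists were assembled here and include Fbn1, the targeted gene. Both medians were closer to 0 in cells with Xist UMIs alone, at -0.068 and -0.056, than in cells with Y-linked UMIs alone, at -0.32 and -0.33.

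In macrophage-like cells the resident macrophage list had a median log2 ratio of 0.70 (0.58 to 0.87, percentile 100), with 14 of 15 genes higher, and the cell cycle list had a median of 0.95 (0.74 to 1.27, percentile 100), with 20 of 22 genes higher. The dissociation stress list had a median of -0.30 (percentile 0), the TGF-beta response list of -0.36 (-0.40 to -0.090, percentile 0.0200) and the mTORC1-responsive list of -0.12 (percentile 0.590). The integrin subunits list (-0.15, percentile 2.36) and the Wnt pathway list (-0.37, percentile 3.05) were also low, the latter from 10 genes with an interval of -0.69 to 0.12. The Wnt pathway median was 0.41 in cells with Xist UMIs alone and 0.095 in cells with Y-linked UMIs alone, so its direction did not hold within the groups. The TGF-beta response median was -0.20 and -0.096 in these groups. The recruited macrophage list (0.054, percentile 41.4), the chemokines list (-0.048, percentile 18.3), the extracellular matrix list (0.19, percentile 56.4), the glycosaminoglycan synthesis list (0.086, percentile 31.6), the ribosomal protein list (0.036, percentile 43.8), the fibroblast genes of the study (-0.062, percentile 13.4) and its macrophage genes (-0.082, percentile 17.5) lay within the middle of random lists. The cell cycle median was 0.53 in cells with Xist UMIs alone and 0.31 in cells with Y-linked UMIs alone. A macrophage-like cluster led by genes of dividing cells, such as Top2a and Birc5, held 3 WT cells and 41 mgR cells, with a median of 13734 UMIs. Whether the number of these cells set the cell cycle median was not tested, and the counting interval does not cover it.

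In endothelium-like cells the TGF-beta response list (0.49, percentile 99.99), the dissociation stress list (0.40, percentile 100) and the ribosomal protein list (0.29, percentile 100) had high medians, and the chemokines list had a low median (-0.52, percentile 0.0450). The chemokines median was 1.92 without Scrublet-marked cells, and 4.15 and 3.67 in cells with Xist UMIs alone and with Y-linked UMIs alone, so it gave no stable direction. The extracellular matrix list (-0.19, percentile 3.34) and the recruited macrophage list (-0.44, percentile 3.78) were followed by the integrin subunits list (-0.21, percentile 5.97) and the macrophage genes of the study (-0.27, percentile 6.34). The mTORC1-responsive list (0.052, percentile 71.7), the Wnt pathway list (-0.20, percentile 13.8), the cell cycle list (-0.075, percentile 37.6), the glycosaminoglycan synthesis list (-0.13, percentile 40.5), the resident macrophage list (0.16, percentile 88.6) and the fibroblast genes of the study (-0.065, percentile 38.8) lay within the middle.

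Recruitment of CCR2-positive leukocytes was a question of the study, which counted cells stained for CD45 and CCR2 in valve sections. Here the share of macrophage-like cells with a Ccr2 UMI was compared at equal depth. Such a share cannot show how many of these cells a valve held, since it stays level if all macrophages rise together. It also leaves out Ccr2 outside the class, at 62.7 CPM in the other WT cells and 43.3 CPM in the other mgR cells. After thinning to 2000 UMIs, 12 of 232 WT cells (5.17%, 2.70 to 8.86) and 68 of 1523 mgR cells (4.47%, 3.48 to 5.63) had a Ccr2 UMI, with 7 and 12 shallower cells left out. The difference was not detectable at this depth. Without thinning the shares were 10.0% and 10.2%, with median depths of 5811 and 8283 UMIs, and this moved the difference most, to 0.186 percentage points. These were 24 macrophage-like cells among 875 kept WT cells and 157 among 3438 kept mgR cells, at unequal depth. As background, 0 of 294 WT fibroblast-like cells, which allows a share of up to 1.02%, and 1 of 859 mgR fibroblast-like cells (0.116%) had a Ccr2 UMI after thinning, with median depths of 5296 and 6944.5 UMIs. The share in endothelium-like cells was 0 of 45 in the WT library, which allows up to 6.67%, and 0 of 432 in the mgR library, which allows up to 0.694%.

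The genes with the largest ratios were named by a fixed rule. In fibroblast-like cells the 5 highest were Chad (3.57, with an upper limit of 4.28), Aspn (2.83, 2.29 to 3.52), Cxcl1 (2.70, 2.50 to 2.90), Nr1d1 (2.69, 2.10 to 3.50) and Ly6a (2.68, 2.39 to 3.02). The 5 lowest were Ptgds (0.132, 0.114 to 0.152), Hspa1b (0.272, 0.229 to 0.323), Aldh3a1 (0.355, 0.290 to 0.434), Vegfa (0.373, 0.314 to 0.444) and Npy (0.433, 0.364 to 0.517). Few cells decided some of these values. In the WT library the 10 cells with most UMIs held 95.7% of the Chad UMIs, 95.1% of the Ptgds UMIs and 97.2% of the Npy UMIs of the class. At a resolution of 1.5, a fibroblast-like cluster led by Chad held 14 WT cells and 137 mgR cells. Another, with Wif1 and Aldh3a1 among its leading genes, held 132 and 229. The ratios of these genes do not separate a change within cells from a change in the mix of clusters. Ptgds and Npy were higher in mgR cells with Xist UMIs alone, with ratios of 7.76 and 1.83, and lower in cells with Y-linked UMIs alone, with ratios of 0.147 and 0.166. Under the alternatives listed before the data were examined at least 9 of the 10 genes kept their direction, and Ptgds changed direction, to a log2 ratio of 2.03, when each library was clustered on its own. The same clustering moved 8 of the other 9 genes beyond their counting intervals, among them Chad to 0.75, Aspn to 0.63, Vegfa to -0.70 and Npy to -2.07 on the log2 scale. In macrophage-like cells the 5 highest were Slpi (126, 34.7 to 1038, from 2 and 2297 UMIs), Lyz1 (5.76, 3.97 to 8.70), C4b (3.06, 2.55 to 3.72), Ccl6 (2.45, 2.29 to 2.63) and Ltc4s (2.34, 2.02 to 2.73). The 5 lowest were Mmp13 (0.0927, 0.0798 to 0.108), Cd207 (0.118, 0.100 to 0.139), Ifnb1 (0.172, 0.142 to 0.210), Mmp12 (0.183, 0.164 to 0.206) and Rgs1 (0.314, 0.291 to 0.339). In the mgR library 10 cells held 98.4% of the Slpi UMIs, and in the WT library 10 cells held all Lyz1 UMIs of the class. In the WT library 10 cells also held 84.7% of the Ifnb1, 68.4% of the Cd207, 63.4% of the Mmp13, 62.7% of the Mmp12 and 59.5% of the C4b UMIs, against 30.6% for Rgs1. The counting intervals do not cover such clumping in few cells. All 10 genes of macrophage-like cells kept their direction under the 11 alternatives listed before the data were examined, but with a mitochondrial limit of 5% the Slpi log2 ratio fell from 6.97 to 0.30. In that setting 8 of the 20 mgR cells with at least 10 Fn1 UMIs were unnamed, and the macrophage-like sum of Slpi was 23 UMIs in the mgR library and 2 in the WT library. Counts of Hspa1b, Lyz1 and C4b are uncertain because reads can be shared with the close paralogs Hspa1a, Lyz2 and C4a.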

Values the study reported

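The study stated that mgR mice express about 30% of fibrillin-1. It identified 5 primary cell types in its mouse single-cell data. It excluded cells with fewer than 200 or more than 5,000 genes and cells with over 10% mitochondrial expression.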

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

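The tests in this part were all chosen after the results had been seen, and the rule of the test on few cells was changed more than once after its outcome was known. The direction of the difference between genotypes was opposite in cells with Xist UMIs alone and in cells with Y-linked UMIs alone for 4 named genes, with counting intervals that excluded 1 on each side. The difference between the groups of cells was not tested, since each comparison rests on 1 library per genotype.

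In fibroblast-like cells the Fn1 ratio was 2.03 with Xist UMIs alone and 0.510 with Y-linked UMIs alone. The Ptgds ratio was 7.76 with Xist UMIs alone, from 2 WT UMIs, and 0.147 with Y-linked UMIs alone. The Npy ratio was 1.83 and 0.166. In the WT library 10 cells held 63.8% of the Fn1 UMIs, 95.1% of the Ptgds UMIs and 97.2% of the Npy UMIs, so a few cells could have set the direction. The 5% of cells with most UMIs in each library and group were therefore left out. An earlier form that left out a fixed 5 cells, under which Ptgds stayed opposite, was dropped after its outcome was known, because it took a larger part of the smaller WT groups. Fn1 then had ratios of 3.73 (1.42 to 13.9) and 0.687 (0.259 to 1.87), and Ptgds had 4 mgR UMIs against 0 with Xist UMIs alone and a ratio of 0.272 (0.0599 to 1.02) with Y-linked UMIs alone, neither opposite beyond counting error. For Npy, the WT UMIs with Y-linked UMIs alone went from 126 to 0 and the mgR UMIs from 38 to 2, so that few cells carried the lower value. Fewer than 10 WT UMIs remained with Xist UMIs alone for each of these 3 genes, so the role of a few cells in the higher values there stayed open, and for Fn1 and Ptgds in the lower values too, as did a difference between animals or sexes, which the design confounds with the genotype of the libraries.

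In macrophage-like cells the Ccl2 ratio was 1.09 (1.03 to 1.16) with Xist UMIs alone and 0.751 (0.713 to 0.791) with Y-linked UMIs alone. Its UMIs were spread over more cells, with 27.1% of WT UMIs in 10 cells, and the ratios stayed opposite at 1.11 (1.03 to 1.19) and 0.739 (0.695 to 0.786) without the top 5% of cells. These ratios argue against a few cells with many UMIs as the whole cause for Ccl2. A response to handling that differed between animals, a difference between sexes and a difference between genotypes within a sex stayed open and untested.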

How the results depend on the processing

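The comparisons within cells with Xist UMIs alone and within cells with Y-linked UMIs alone were chosen after the data had been seen, and all other alternatives in this part were listed before. No paired analysis was possible because each genotype had 1 library and both share only the replicate number 1. Leaving out a replicate was not possible for the same reason. A value counted as moved when it left the counting interval of the reported value, and as reversed when it changed sign although that interval excluded 0. For the shares, the Fbn1 level, the gene lists and the sets of named genes, the listed alternatives gave 633 values, of which 557 stayed, 73 moved and 3 reversed. For single genes they gave 460 values, of which 413 stayed, 42 moved and 5 reversed. Within the cells divided by sex-linked UMIs, 102 values of the first kind gave 54 that stayed, 45 that moved and 3 that reversed, and 82 values of single genes gave 37 that stayed, 39 that moved and 6 that reversed. The macrophage-like share difference kept its direction under the 9 listed alternatives, from 15.7 to 18.1 points, and so did Fbn1 under 11, from -0.60 to -0.25, and the resident macrophage list in macrophage-like cells under 13, from 0.63 to 0.77. No value moved or reversed in these groups of results at a resolution of 1.5, with totals without mitochondrial and ribosomal genes, with the 5 classes of the study as the denominator, or with list genes in the clustering. The cause of each change given here was not tested, except for Slpi with a mitochondrial limit of 5%, and except that the WT fibroblast-like share under separate clustering fell to 17.0% because 169 cells lost their name.

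Without Scrublet-marked cells, the median log2 ratio in fibroblast-like cells was 0.17 for chemokines, 0.028 for recruited macrophage and 0.51 for resident macrophage. Macrophage-like cells had 0.26 for fibroblast genes of the study. For endothelium-like cells it was 1.92 for chemokines, 0.74 for recruited macrophage and 0.65 for resident macrophage. The log2 ratio of Ccl2 in fibroblast-like cells was -0.35. With a mitochondrial limit of 5%, the median log2 ratio in macrophage-like cells was -0.51 for recruited macrophage and 0.016 for ribosomal protein. That in endothelium-like cells was 0.14 for extracellular matrix. The log2 ratio of Slpi in macrophage-like cells fell to 0.30, because 2293 Slpi UMIs of the mgR library then lay in unnamed cells. With at least 500 genes and no upper limit, the median log2 ratio in fibroblast-like cells was 1.85 for resident macrophage. Endothelium-like cells had 0.34 for chemokines and 0.59 for resident macrophage. At a resolution of 0.4, the median log2 ratio in fibroblast-like cells was 0.063 for recruited macrophage and 1.95 for resident macrophage. For macrophage-like cells it was 0.90 for extracellular matrix and 0.27 for fibroblast genes of the study. With each library clustered on its own, the median log2 ratio in fibroblast-like cells was 0.91 for cell cycle, 1.95 for chemokines, 0.097 for dissociation stress, -0.38 for extracellular matrix, 4.07 for recruited macrophage, 3.42 for resident macrophage and 0.28 for ribosomal protein. That in macrophage-like cells was -0.18 for extracellular matrix, -0.0086 for integrin subunits, 0.70 for recruited macrophage, 0.010 for ribosomal protein and -0.36 for fibroblast genes of the study. Endothelium-like cells had 0.20 for ribosomal protein. Single-gene log2 ratios were -0.30 for Ccn5 in fibroblast-like cells (reversed), -0.60 for Fbn1 in fibroblast-like cells and 2.03 for Ptgds in fibroblast-like cells (reversed), and in the same cells 0.56 for Postn, -0.018 for Tgfb1, -0.64 for Col1a1, -1.25 for Eln, -0.84 for Col4a6, 0.75 for Chad, 0.63 for Aspn, -0.70 for Vegfa and -2.07 for Npy. The fibroblast-like share difference was 9.32 percentage points (reversed). With classes from each cell's own marker UMIs, the median log2 ratio in fibroblast-like cells was 1.24 for cell cycle, 1.53 for chemokines, 4.22 for recruited macrophage and 2.15 for resident macrophage. For endothelium-like cells it was 4.56 for chemokines, 1.77 for recruited macrophage, 2.31 for resident macrophage and 0.18 for ribosomal protein.

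On the scale from the median of gene ratios, the median log2 ratio in fibroblast-like cells was 0.027 for TGF-beta response, 0.10 for dissociation stress, -0.0067 for extracellular matrix and 0.26 for ribosomal protein. That in macrophage-like cells was -0.43 for TGF-beta response, -0.37 for dissociation stress and -0.036 for ribosomal protein (reversed). Endothelium-like cells had 0.52 for dissociation stress and 0.41 for ribosomal protein. With the mean of per-cell values, the median log2 ratio in fibroblast-like cells was 0.058 for dissociation stress, -0.17 for extracellular matrix, 0.079 for recruited macrophage, -0.44 for fibroblast genes of the study and -0.44 for macrophage genes of the study. For endothelium-like cells it was -0.53 for integrin subunits and 0.41 for ribosomal protein. Log2 ratios of single genes were 0.12 for Ccl2 in macrophage-like cells (reversed), and -0.57 for Fbn1 and 0.13 for Fn1 in fibroblast-like cells. With each cell thinned to 2000 UMIs, the median log2 ratio in fibroblast-like cells was 0.018 for TGF-beta response, 0.085 for recruited macrophage, 0.21 for resident macrophage, -0.42 for fibroblast genes of the study and -0.42 for macrophage genes of the study. That in macrophage-like cells was 0.15 for Wnt pathway, -0.32 for chemokines, -0.33 for integrin subunits and 0.027 for macrophage genes of the study (reversed). Endothelium-like cells had -0.43 for Wnt pathway and -0.90 for chemokines. Single-gene log2 ratios were 0.17 for Ccl2 (reversed) and 0.031 for Tgfb1 (reversed) in macrophage-like cells, and -0.75 for Ccl2 in fibroblast-like cells. For list genes with at least 50 UMIs, the median log2 ratio in fibroblast-like cells was -0.27 for integrin subunits, 0.042 for recruited macrophage and 0.51 for resident macrophage. For endothelium-like cells it was 0.34 for recruited macrophage. For list genes with at least 1 UMI, the median log2 ratio in fibroblast-like cells was 1.82 for recruited macrophage and 2.16 for resident macrophage. That in macrophage-like cells was 0.54 for Wnt pathway. Endothelium-like cells had 1.07 for recruited macrophage.

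Among cells with Xist UMIs alone, the median log2 ratio in fibroblast-like cells was -0.15 for Wnt pathway, -0.35 for cell cycle, -0.25 for dissociation stress, -0.072 for mTORC1-responsive, 0.38 for resident macrophage, 0.059 for ribosomal protein, -0.068 for fibroblast genes of the study and -0.056 for macrophage genes of the study. For macrophage-like cells it was 0.41 for Wnt pathway, 0.53 for cell cycle, 2.11 for extracellular matrix, -0.31 for mTORC1-responsive, 2.03 for recruited macrophage, -0.027 for ribosomal protein (reversed), 1.57 for fibroblast genes of the study and 0.029 for macrophage genes of the study (reversed). That in endothelium-like cells was 0.75 for TGF-beta response, 2.44 for cell cycle, 4.15 for chemokines, 0.14 for dissociation stress, 0.41 for glycosaminoglycan synthesis, -0.33 for mTORC1-responsive and 0.22 for ribosomal protein. Log2 ratios of single genes were 0.13 for Ccl2 in macrophage-like cells (reversed), 0.010 for Col1a1 in fibroblast-like cells (reversed), -0.54 for Fbn1 in fibroblast-like cells, 0.87 for Npy in fibroblast-like cells (reversed) and 2.96 for Ptgds in fibroblast-like cells (reversed). The T cell-like share difference was -10.6 percentage points. Among cells with Y-linked UMIs alone, the median log2 ratio in fibroblast-like cells was -0.16 for Wnt pathway, 0.56 for chemokines, 0.084 for dissociation stress, -0.25 for integrin subunits, -0.21 for recruited macrophage (reversed), 0.32 for resident macrophage, 0.26 for ribosomal protein and -0.33 for macrophage genes of the study. Macrophage-like cells had 0.31 for cell cycle, 0.69 for extracellular matrix, 0.20 for ribosomal protein and 0.21 for fibroblast genes of the study. For endothelium-like cells it was -0.75 for cell cycle, 3.67 for chemokines, 0.67 for dissociation stress, -0.45 for glycosaminoglycan synthesis, -0.61 for integrin subunits, 0.40 for mTORC1-responsive, 1.64 for recruited macrophage, 3.67 for resident macrophage, 0.27 for fibroblast genes of the study and 0.47 for macrophage genes of the study. Single-gene log2 ratios were 0.020 for Eln in fibroblast-like cells (reversed) and -0.97 for Fn1 in fibroblast-like cells (reversed). The melanocyte-like share difference was -1.48 percentage points.

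Depth limited the results in endothelium-like cells, where 56 WT cells gave 259042 UMIs, and in macrophage-like cells for Fn1 and Slpi, with 8 and 2 WT UMIs. The division by sex-linked UMIs left 18 and 17 WT endothelium-like cells, so the values there rest on few cells.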

Other observations

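The tests in this part were chosen after the results had been seen, except the test of serous cavity genes in cells with Fn1 and the tests of depth and of 1 cluster for the resident macrophage list. The test of macrophage RNA was also rewritten after its first form, a subtraction, had returned a median of 0 in both lists and so decided nothing. The limit used to read the Fbn1 ratio within the groups of cells was likewise set after its values were known.

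The Fbn1 CPM in fibroblast-like cells of the mgR library was 80.3% of that of the WT library. That is higher than the value quoted from the study above, which is given for fibrillin-1 and not as a transcript ratio in these cells. The study also describes the Fbn1 transcript as strongly lowered in homozygous mice. It found less Fbn1 RNA in cultured dermal fibroblasts by RT-PCR and less fibrillin-1 staining in leaflets. Whether a 3-prime assay counts the transcripts of the mgR allele in full was not examined here. Counting them in part would lower the ratio, so it would not explain a high value. The tables argue against free RNA from other cells as the source of the mgR Fbn1 UMIs, because macrophage-like cells of the same library had only 1.64 CPM of Fbn1 against 137.5 CPM in fibroblast-like cells. They also argue against the mix of cells with Xist and Y-linked UMIs as the whole cause, because the ratio within these groups was 0.690 (0.556 to 0.865) and 0.845 (0.672 to 1.07). An exchange of labels stayed open, since the Fbn1 ratio lay at percentile 12.4 of genes of like level and thus within the ordinary range of gene ratios between these libraries.

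Both libraries held cells with Xist UMIs and cells with Y-linked UMIs. Free RNA or joined cells of both sexes were not the source, since only 1.31% of mgR cells held both kinds against 13.9% if the kinds had been independent. Of mgR cells with either kind, 98.4% had 1 kind alone, and of WT cells 246 had Xist alone, 337 had Y-linked UMIs alone and 6 had both, which is consistent with cells of male and female animals pooled in each library. The methods of the study speak of male mice, and the labels state no sex. The pooled values of the report may therefore carry differences between sexes or animals.

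Genes of the day-night clock were examined because Nr1d1 was among the genes with the highest ratio in fibroblast-like cells. With Nr1d1 left out, 8 genes that peak with Dbp had a median log2 ratio of 0.25 (percentile 98.8) and 6 genes that peak with Arntl had a median of -0.82 (percentile 0.0200), with all 8 higher and all 6 lower. The pattern recurred in endothelium-like cells (0.66 and -0.79) but less clearly in macrophage-like cells, where the medians were 0.080 and -0.076. Dbp (2.45, 1.22 to 5.76) and Nr1d2 (1.76, 1.19 to 2.71) were higher there too, while Arntl (1.15, 0.777 to 1.78) was not lower. In fibroblast-like cells the medians kept their signs with Xist UMIs alone (0.38 and -0.18) and with Y-linked UMIs alone (0.24 and -0.44). Collection of the libraries at different phases of the clock is a candidate explanation. An effect of the genotype on clock genes cannot be told apart from it, because each genotype had 1 library.

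Macrophage genes and chemokines were higher in fibroblast-like cells of the mgR library. Macrophage markers reached 0.175% of their level in macrophage-like cells in WT fibroblast-like cells and 0.888% in mgR fibroblast-like cells. If macrophage RNA at that share were the source, the resident macrophage list would have its expected UMIs, and the median of observed over expected was 1.48. RNA from macrophages may therefore account for that list in the mgR library, except for 4 of its 11 genes, which had values above 2. In the WT library the same median was 4.92. For the chemokines list the median was 16.3 in the mgR library and 36.7 in the WT library. Fibroblast-like cells of both libraries thus held more chemokine UMIs than macrophage RNA brings, and this median does not bear on the increase. The expected UMIs were fewer than those added over the WT level for Cxcl1 (58.7 against 4934), Cxcl2 (805 against 2215) and Cxcl5 (0.143 against 174). The same held for Ccl3, Ccl4, Ccl5, Ccl7 and Ccl9. This argues against macrophage RNA as the whole cause of the increase in these genes. It could bring all UMIs added for Ccl6, Ccl8 and Ccl12, and stayed open for them and for the list median. Joined cells stayed open for the list, since leaving out Scrublet-marked cells lowered its median log2 ratio to 0.17.

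Fn1 in macrophage-like cells of the mgR library sat in few cells. The 20 cells with at least 10 Fn1 UMIs held 86.4% of the sum, no WT macrophage-like cell reached that number, and the same 20 cells held 2247 of the 2297 Slpi UMIs. RNA of endothelium-like cells is unlikely as the source, since endothelium markers had 14.8 CPM in these cells and 24.7 CPM in other macrophage-like cells. RNA of fibroblast-like cells cannot supply the Fn1 level, which was 2925 CPM in these cells and 63.6 CPM in fibroblast-like cells, although fibroblast markers were also higher in them, at 1845 CPM against 179.6 CPM. Of these cells, 1 was marked by Scrublet, and 8 were unnamed when the mitochondrial limit was 5%, so their class is uncertain. A set of 4 genes of serous cavity macrophages (Gata6, Garnl3, Naip1 and Timd4) was 2.74 times (1.99 to 3.69) its level in other macrophage-like cells, short of the 3-fold set in advance but with an interval that reached it, so an origin in a serous cavity such as the pericardium stayed open.

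The resident macrophage list was higher in macrophage-like cells of the mgR library. The tables argue against a difference in depth, as the median log2 ratio was 0.77 after thinning, and against the mix of sexes, with 0.69 in cells with Xist UMIs alone and 0.71 in cells with Y-linked UMIs alone. A larger share of 1 cluster was not the whole cause either, since the median was 0.29 (percentile 99.4) and 0.72 (percentile 100) inside the largest clusters of the class. Different handling of the cells could still contribute, since the dissociation stress list differed in the same cells, with a median of -0.30. That list did not move in 1 direction across classes, with 0.40 (percentile 100) in endothelium-like and 0.036 (percentile 59.5) in fibroblast-like cells. Handling cannot be told apart from genotype with 1 library each.

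Gene ratios of different classes were correlated, to different degrees. Across 2873 genes with at least 50 UMIs per library in both classes, the log2 ratios in fibroblast-like and macrophage-like cells had a Spearman rho of 0.441, and 0.429 without mitochondrial and ribosomal genes. For fibroblast-like and endothelium-like cells (788 genes) the values were 0.477 and 0.376, and for macrophage-like and endothelium-like cells (712 genes) they were 0.293 and 0.227. These are correlations across genes, which are not independent replicates. A difference in preparation between the libraries could give such a pattern, and an effect of the genotype on all cells cannot be told apart from it.

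Among the barcodes left out by the filters, 191 in the WT library (17.3% of barcodes) and 239 in the mgR library (6.29%) had more than 50% haemoglobin UMIs. Barcodes with fewer than 200 genes had a median haemoglobin share of 96.3% in the WT library and 97.2% in the mgR library, consistent with red blood cells called as cells. No biological explanation was tested for this difference.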
